A study of Mus musculus with 8 samples. Its data were reported in "Trogocytic molting of T cell microvilli upregulates T cell receptor surface expression and promotes clonal expansion" (2023).

How the data were processed

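RNA of mouse CD3 T cells (C57BL/6J) was measured on 8 Affymetrix Mouse Gene 2.0 ST arrays, 1 array for each of 8 groups. T cells were isolated from spleen and lymph nodes by negative selection. They were left untreated, treated with concanavalin A (ConA), a lectin that crosslinks glycoproteins on the T cell surface, placed on plates coated with poly-L-lysine (PLL), a polycation that holds cells on the plate, or treated with ConA on PLL-coated plates. Stimulation lasted 3 h. The 24 h samples were washed after stimulation and cultured further. One array held naive cells in steady state, whose label gives its time as control and which is counted here as 0 h, and another held naive cells after 24 h. The groups, treatments and other times were taken from the sample labels.

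Per the study's methods, the authors hybridised labelled sense-strand cDNA, scanned the arrays and normalized them with RMA (robust multi-array average). Which arrays were normalized together is not given in the sources used here. The deposited values were read as log2 expression levels, one per probe set and array, because RMA gives that scale and their range fits it; the table itself does not state the log base. No further scaling was applied. The version of the RMA software and the genome build are not given in the sources used here, so no coordinates are printed. The deposited table held 41345 probe sets with no missing value. Its medians per array ran from 3.53 to 3.69.

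Probe sets were named through the platform annotation. 23521 probe sets had 1 gene symbol, 1814 had several and 16010 had none in that annotation. Symbols were compared through Entrez identifiers with the RefSeq gene table for GRCm38.p6, which held 23328 of the 23521 and changed 0 symbols. Probe sets with several symbols were not named. For each gene with more than 1 probe set (1082 genes) the probe set with the highest mean over the 8 arrays was kept, which left 22180 genes. A gene passed the filter when its highest value reached the median of the table (3.62), and 13428 genes passed. A list member with no probe set of its own in the annotation was not analysed here (among these Cd247 and Trac).

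Each group holds 1 array, so differences have no replicate check and no p-value is given. Precision is limited by the number of arrays. A difference is log2 of the first group minus log2 of the second. Genes were counted as 2-fold apart where the absolute difference was at least 1 on this scale. For each gene list, the median difference of the members that passed the filter was set against 10000 random lists of the same size, drawn without repeats within 20 bins of mean expression. A list is called higher or lower where its median lay outside the central 95% of those lists. This describes these arrays and is not a test of the treatment. At 3 h the untreated control is the 0 h array, so culture time and treatment are joined there, while ConA+PLL minus ConA and ConA+PLL minus PLL are matched in time. The effect of ConA on and off PLL was compared as (ConA+PLL minus PLL) minus (ConA minus naive); these differences share no array.

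Genes are named by a rule fixed before the data were examined. For ConA+PLL minus ConA these are the 10 genes with the largest difference in each direction, and for other comparisons the 5, without predicted genes, clone names, small RNAs of the families set out in advance and antigen receptor segments. Y RNAs and pseudogenes were not among the families left out. Up to 4 members of a list with the largest absolute difference and a set of genes tied to the study's questions were named too. Gene lists, cell type markers and the alternatives were also fixed then, except for a brighter filter and a replaced control array, which were chosen after seeing the data. Gene sets used only in the tests of explanations (heat shock factor targets, interferon gamma genes and type I interferon genes) were also written after the data had been examined.

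Alternatives were quantile normalization, centring each array on its median over filtered genes, the mean of all probe sets of a gene, no filter, a filter on the mean, a threshold of 1.5-fold, the 0 h array as control at 24 h, the mean in place of the median, and the sign of the fgsea normalized enrichment score. The added brighter filter (highest value at or above 4.10, passed by 10896 genes) is the 95th percentile of the highest values of 1390 olfactory and vomeronasal receptor genes. The scripts were tested on simulated data built from the 13428 genes for ConA+PLL minus ConA at 24 h. Of 50 genes moved by 1.5 log2 units in each direction 49 were recovered at 2-fold, and of 50 moved by 3 in each direction 50 were. 0 unchanged genes were called at a simulated noise SD of 0.159 per array, and 8 of 200 unchanged lists lay outside the central 95%. That noise was taken from PLL minus naive at 24 h and may not hold for the other arrays. It was drawn alike and independently for every gene, while that pair itself had 21 genes 2-fold apart. The 0 is therefore no error rate for the real arrays. The simulated lists were random genes, so the 8 of 200 does not cover lists whose genes vary together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with fgsea 1.28.0.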

Results

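The data are log2 expression levels of mouse CD3 T cells on 8 arrays, 1 per group: naive control cells (0 h), ConA, PLL and ConA+PLL at 3 h, and naive, ConA, PLL and ConA+PLL at 24 h. The array medians over all probe sets, the signal level of each array, ran from 3.53 to 3.69. The design asks whether T cells respond otherwise to ConA when they are held on a PLL-coated plate. With 1 array per group, no difference below has a replicate check. Of the 261 named differences, 78 have a lower level under the level of the brighter filter (4.10, from olfactory and vomeronasal receptor genes; chosen after seeing the data) and 27 have both levels under it; against such values the size of a difference is uncertain. Every comparison that holds the ConA+PLL array of a time shares that array with the others of that time.

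Over the 13428 filtered genes, the first principal component held 51.0% of the variance and separated the 24 h arrays (scores from 21.2 to 23.4) from the 0 h and 3 h arrays (scores from -35.2 to -7.62). The second held 15.7% and set the ConA+PLL arrays apart at 3 h (18.5) and at 24 h (23.9). The ConA array scored -5.81 at 3 h and 1.54 at 24 h, and the PLL arrays scored -12.7 and -7.14.

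**Figure D1:**
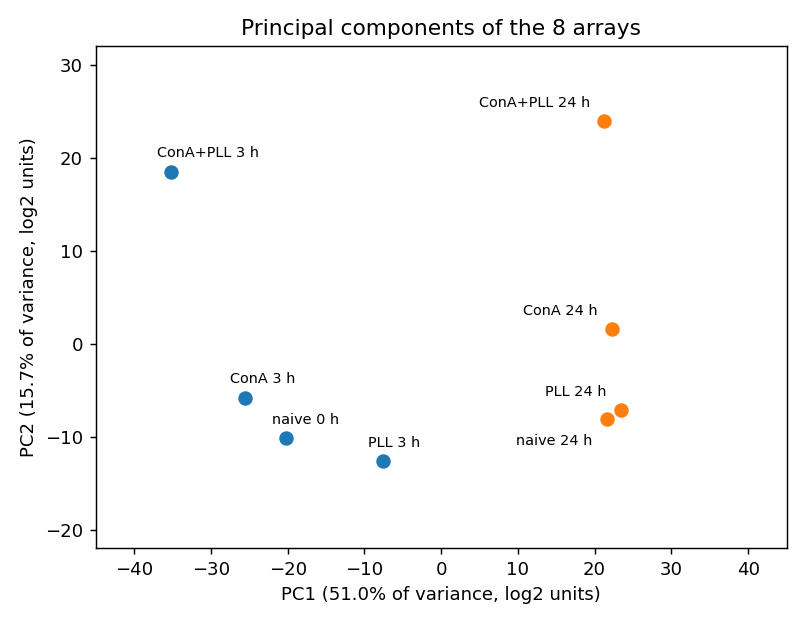
Scores of the 8 arrays on the first and second principal components of 13428 genes, in log2 units (blue, 0 h and 3 h; orange, 24 h; 1 point per array). ConA+PLL lies highest on the second component at both times, at 18.5 and 23.9.

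Soluble ConA at 3 h, against naive cells at 0 h, came with higher early activation genes. Egr1, an immediate early transcription factor, was 3.20 higher on the log2 scale (8.36 against 5.16). Egr3 was 1.80 higher, Irf4 1.74 and Nr4a1 1.67, and Myc, a driver of growth, was 1.26 higher. The early activation list had a median of 0.74, above all 10000 random lists, with 8 of 24 members at least 2-fold higher and 0 at least 2-fold lower. Cytokine and effector genes (median 0.23, with Xcl1 at 1.56, Ccl3 at 1.43 and Tnf at 1.29), ribosome biogenesis (0.18), cholesterol synthesis (0.20), amino acid supply (0.17) and the T cell receptor complex (0.13) were also called higher. The cell cycle list was inside the random range (-0.06). Rny3, a Y RNA, and Ptpn6 also lay among the top 5, while the lowest 5 were Naip5, Aym1, Ly6c1, Olfr1024 and Zfp846, at -1.48 to -1.27. In all, 33 genes were 2-fold higher and 37 lower, and the larger side turned after quantile normalization (41 and 33) and centring (36 and 31). With the PLL array in place of the 0 h control, the counts were 106 and 67. The T cell receptor complex (0.13) and erythroid lists (-0.51) were then inside the random range. Glycolysis (0.32) and the unfolded protein and heat shock list (0.15) were called higher there, and fatty acid oxidation (-0.21) and the interferon list (-0.26) lower.

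PLL alone at 3 h, against the same control, came with lower heat shock and activation genes. The inducible heat shock genes Hspa1b and Hspa1a differed by -5.12 and -4.76 (3.35 against 8.47, and 3.15 against 7.91). Taken from the level of the brighter filter, these are bounds of -4.37 and -3.81. Jun differed by -2.01, and H4c9 and H2aw were the other genes in the lowest 5. The unfolded protein and heat shock list had a median of -0.24, early activation -0.26 and cytokines -0.22. Glycolysis had -0.37, below all 10000 random lists, with the glucose transporter Slc2a1 at -1.01. The interferon list was higher at 0.25, with Ifit1 at 1.68 (0.72 in untreated cells at 24 h against the same control). Rny1, Olfr492, Plpp5 and Ftl1-ps2 also lay among the top 5. 48 genes were 2-fold higher and 37 lower, and 39 and 42 after centring.

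ConA+PLL at 3 h, against the same control, had higher early activation genes too: Egr1 was 4.29 higher, Irf4 3.24, Ccl3 3.02, Tnf 3.00 and Egr3 2.92. The early activation list had a median of 1.498, with 15 of 24 members at least 2-fold higher. Ribosome biogenesis (0.66), amino acid supply (0.49) and cytokines (0.43) were above all 10000 random lists. Apol9a (-1.73), Rps4l-ps, Hspa1b, Hspa1a and Lysmd1 (-1.41, and -0.96 with the mean of its 2 probe sets) were lowest. 138 genes were 2-fold higher and 87 lower, while at 1.5-fold 622 were higher and 853 lower. After quantile normalization these were 171 and 54, and after centring each array 172 and 61.

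The time-matched question is what PLL adds to ConA. At 3 h, ConA+PLL minus ConA showed higher cytokine and activation genes. Tnf was 1.70 higher (8.29 against 6.58). The chemokines Ccl3 and Ccl4 were 1.58 and 1.42 higher, Irf4 was 1.502 higher and Nfkbid 1.49. Cd274, the ligand of PD-1, was 1.54 higher, and the kinase Plk3 was 1.49 higher. Myc was 1.26 higher, and Fasn, the fatty acid synthase, 0.63. Tma16 was 1.39 higher. Vmn2r61 and Vmn1r83, also among the top 10, are dim vomeronasal receptor genes with levels of 3.91 and 4.03 in ConA+PLL.

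Early activation had a median of 0.67, with 7 of 24 members at least 2-fold higher, and cytokines 0.56, with 5 of 13. Ribosome biogenesis, with nucleolar factors such as Nop2 (0.84) and Nolc1 (0.81), had 0.44; 22 of 24 members differed above 0. These lists were above all 10000 random lists. Amino acid supply was called higher at 0.25, with the transporters Slc7a5 (1.29) and Slc7a1 (1.04) and the serine synthesis enzyme Psat1 (1.25). Nucleotide synthesis (0.27), cholesterol synthesis (0.20), DNA replication (0.13) and p53 targets (0.17) were called higher, near the edge of the random range for DNA replication and p53 targets. DNA replication was inside it under quantile normalization (0.10), no filter (0.0701), a filter on the mean (0.13) and the mean over members (0.10), p53 targets under 3 alternatives, nucleotide synthesis under the mean over members (0.15) and cholesterol synthesis under the brighter filter (0.0882). Cell cycle (-0.07), fatty acid synthesis (0.06) and fatty acid oxidation (-0.05) were inside it. Of the 10 lowest genes, which ran from Zfp273 at -1.88 to Cyp2j9 at -1.30 and held Cldn34b1, Fbxw23, Wnt4, Cyp3a44, Rps4l-ps, H2-Oa, Lce1h and Rps16, only 5 reached the brighter filter on any array. 77 genes were 2-fold higher and 84 lower; after quantile normalization these were 96 and 59, and after centring 91 and 63.

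Against PLL at 3 h, ConA+PLL had 214 genes 2-fold higher and 169 lower, and 299 and 98 after centring; at 1.5-fold 818 were higher and 1168 lower. Egr1 (4.10), Irf4 (3.54) and Egr3 (3.42) were among the top 5, together with Hspa1b (3.59) and Hspa1a (3.26), whose levels were at 3.35 and 3.15 in PLL. Early activation had a median of 1.72 and 17 of 24 members at least 2-fold higher, and ribosome biogenesis had 0.86. Amino acid supply was at 0.55, the unfolded protein and heat shock list at 0.39, glycolysis at 0.34 and cholesterol synthesis at 0.32, with Cyp51 at 1.82. Fatty acid oxidation was lower, with a median of -0.31 and 17 of 22 members below 0, among them Acadvl at -0.88 and Acadm at -0.62. NK cell markers were also lower, at -0.48. The lowest genes were Ftl1-ps2 (-2.05), Ifit1bl1, Ifit1 (-1.92), Rps4l-ps and Zfp97.

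**Figure D2:**
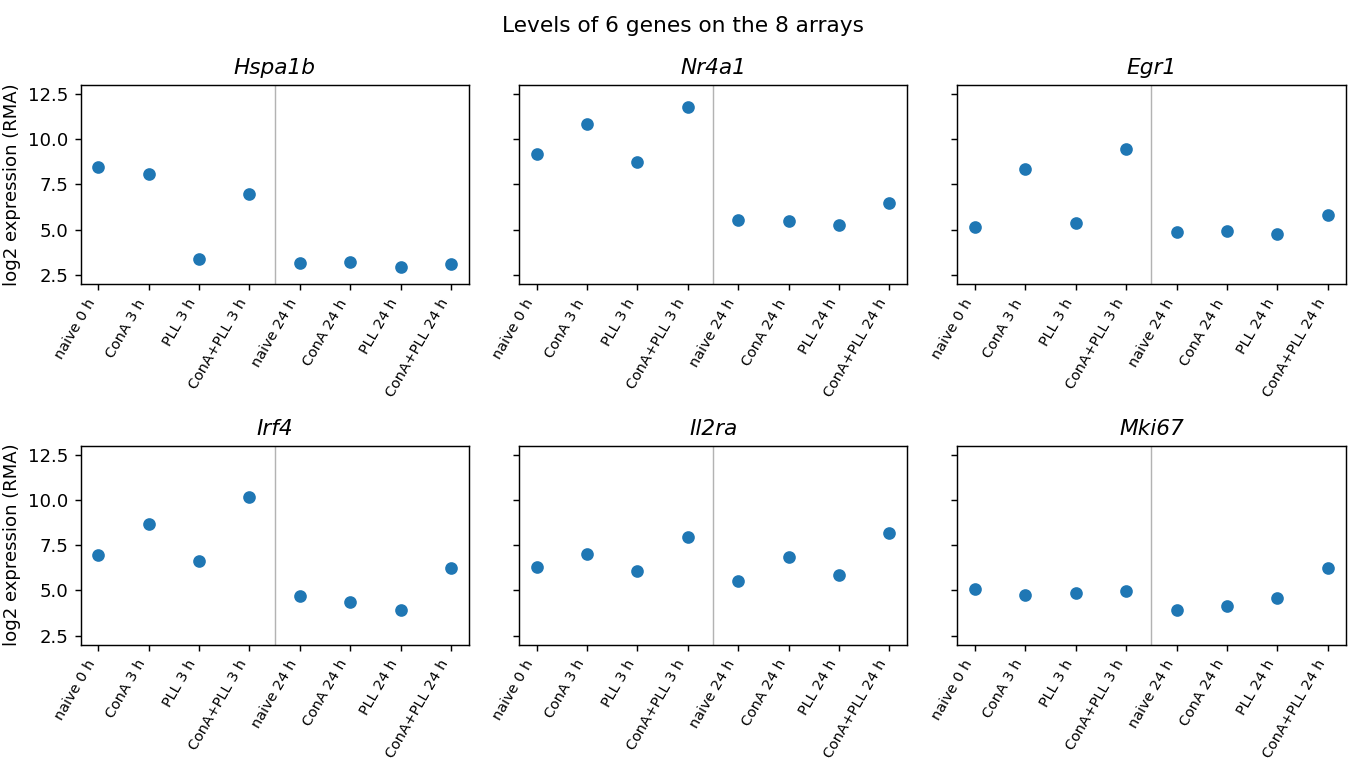
Log2 expression of 6 genes on each of the 8 arrays (1 point per array; the line parts 0 h and 3 h from 24 h). Hspa1b is at 8.47 in naive cells at 0 h and 3.35 in PLL at 3 h, and Mki67 is highest in ConA+PLL at 24 h, at 6.25.

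At 24 h, ConA without PLL differed little from naive cells: 16 genes were 2-fold higher and 19 lower, and 18 and 12 after quantile normalization. Il2ra, the interleukin 2 receptor alpha chain, was 1.35 higher, the chemokine Ccl22 1.18, Itih5 1.67, Tagap1 1.28 and Cela3a 1.17. The regulatory T cell list was higher at 0.42, with Foxp3 at 0.62. Nucleotide synthesis (0.20), DNA replication (0.15) and cell cycle (0.13) were called higher and the unfolded protein and heat shock list lower at -0.06. Against the 0 h control, which joins culture time with treatment, the first 3 were at -0.0717, -0.0384 and -0.12 and the regulatory T cell list at -0.77. Cholesterol synthesis (0.04), fatty acid synthesis (0.01) and fatty acid oxidation (0.08) were inside the random range. The lowest 5 genes were Magea3, Olfr914, Defb5, Vmn2r3 and Sox3.

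PLL alone at 24 h gave the fewest 2-fold genes of the 11 comparisons, 13 higher and 8 lower. The other 24 h counts can be set beside it, but it is itself a treatment contrast and does not measure background. H2-Ab1, a class II MHC gene, was 1.44 higher and Ms4a4c 1.12; Ctrcos, Tagap1 and Obox3 completed the top 5. Monocyte and macrophage markers were called higher at 0.28, with Cybb at 0.66 and Lyz2 at 0.64, and the regulatory T cell list at 0.20 (-1.11 against the 0 h control). Early activation (-0.10) and oxidative phosphorylation (-0.08) were called lower. The lowest 5 genes were Defb5, Obox5, Gpx2-ps1, Olfr914 and Esp15 (-1.03, and -0.98 after quantile normalization).

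ConA+PLL minus ConA at 24 h asks what PLL adds after further culture. Genes of dividing cells were higher. Mki67, a proliferation marker, was 2.10 higher (6.25 against 4.15), Top2a 2.05 and Kif11, a spindle motor, 1.85. The histone gene H2bc9 was 2.42 higher, but dim (4.45 against 2.03) and at least 0.35 higher from the level of the brighter filter. For Gzmb, Top2a and Kif11, also under that level in ConA, this bound was 0.997, 1.62 and 1.24. Gzmb (granzyme B, 2.12), the checkpoint receptor Lag3 (2.03), Ccl22 (1.96), Irf4 (1.89) and Gpr83 (1.88), a member of the regulatory T cell list, were also among the 10 highest. Iigp1, an interferon-inducible GTPase, was 2.15 higher.

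All 21 measured cell cycle genes were above 0, with a median of 0.66 and 7 at least 2-fold higher, and all 24 DNA replication genes were, with a median of 0.72 and 8 at least 2-fold higher (Uhrf1 1.73, Mcm5 1.65, Cdc6 1.42). Nucleotide synthesis had 0.55, with Tk1 at 1.65 and Rrm1 at 1.501. Cholesterol synthesis had 0.47 (Cyp51 0.88, Fdps 0.77), amino acid supply 0.39 (Psat1 1.66, Mthfd2 0.99) and fatty acid synthesis 0.37 (Srebf1 0.74, Fasn 0.58). Glycolysis had 0.36 (Tpi1 1.03, Gapdh 0.999), fatty acid oxidation 0.31 (Etfb 0.70, Hadha 0.57) and oxidative phosphorylation 0.26 (Cox5b 0.79). Of the 22 measured fatty acid oxidation genes 19 were above 0; Cpt1a was at 0.09, Acadvl at 0.45 and Acadm at -0.17. Early activation (0.42), the interferon list (0.34), ribosome biogenesis (0.31), the regulatory T cell list (0.45), cytokines (0.27) and the unfolded protein and heat shock list (0.24) were called higher. Its members Hspa1a (-0.26) and Hspa1b (-0.13) were not higher, and lay under the level of the brighter filter in both arrays. GPI-anchor synthesis (0.07), vitamin B12 metabolism (0.05), glycerolipid synthesis (0.21) and microvilli and vesicle budding (0.09; Ezr 0.27, Vps4a 0.07, Vps4b 0.07) were inside the random range. Naive state and quiescence (-0.15, with Il7r at -0.52) and NK cell markers (-0.21) were called lower. Cd3e was 0.36 higher, Notch1 0.43 and Myc 0.44.

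In this comparison 115 genes were 2-fold higher and 49 lower. The median of all filtered genes was 0.08 higher in ConA+PLL. Centring the arrays moved it to -0.05 and made the counts 77 and 77, while quantile normalization gave 102 and 43, so the excess of higher genes depends on which scaling is used. Centring moved that median from 0.08 to -0.06 against naive cells and from 0.07 to -0.07 against PLL at 24 h, and from -0.07 to 0.04 against PLL at 3 h. For the ConA effect with minus without PLL at 24 h it moved from 0.08 to -0.05. The 10 lowest genes, from Btbd35f17 at -2.01 to Vmn1r148 at -1.29, held Gria3 (-1.39) and the translation factor gene Eif4a2 (-1.34, 8.45 against 9.80, and -0.75 with the mean of its 3 probe sets), and also Vmn1r103, Vmn1r129, Olfr1219, Pla2g10os, Olfr1333 and Vmn1r94, olfactory and vomeronasal receptor genes apart from Pla2g10os.

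**Figure D3:**
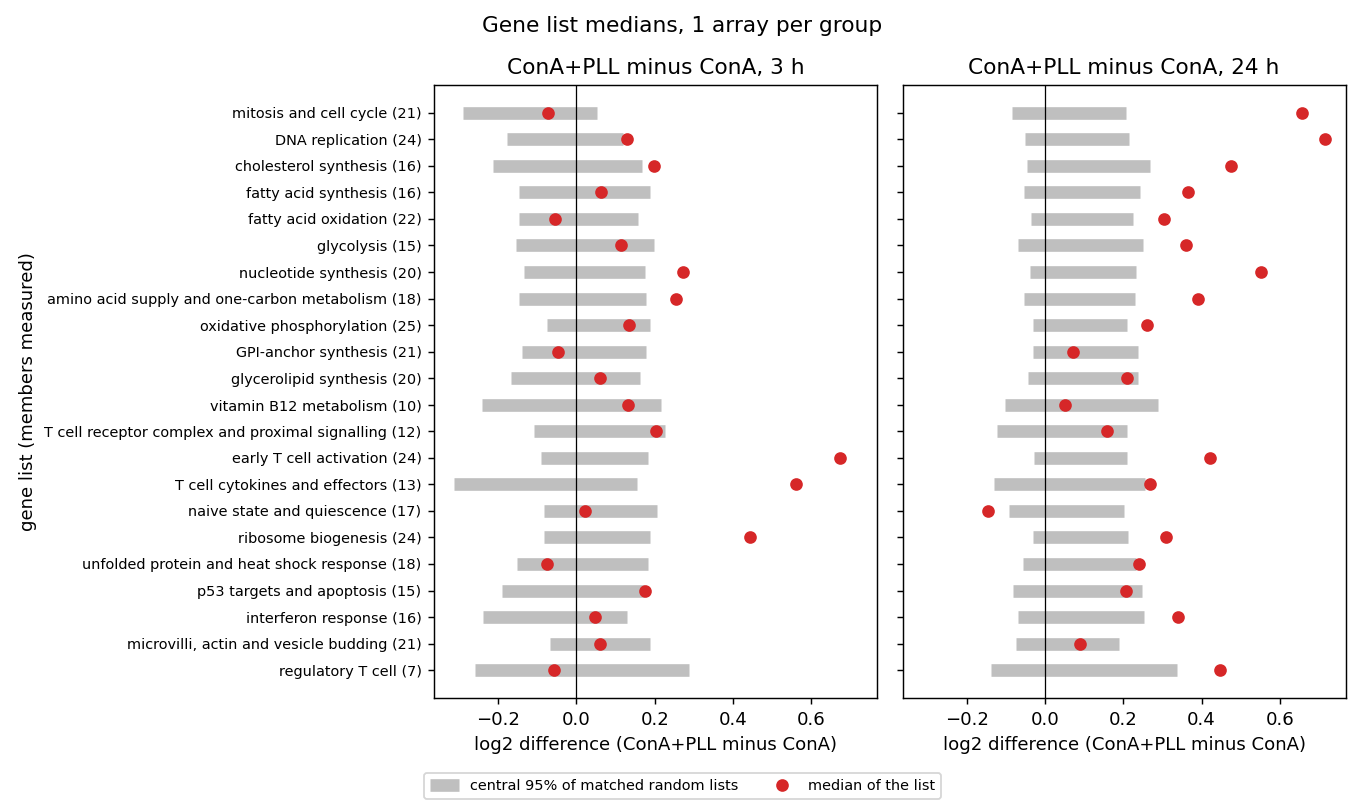
Median log2 difference of each gene list (red) in ConA+PLL minus ConA at 3 h and 24 h, with the central 95% of 10000 random lists of matched expression (grey). Early activation has the highest median at 3 h (0.67), and DNA replication (0.72) and cell cycle (0.66) the highest at 24 h.

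Against naive cells at 24 h, ConA+PLL had 158 genes 2-fold higher and 52 lower, and 100 and 95 after centring. Ccl22 was 3.13 higher, Il2ra 2.68, Lag3 2.51, Itih5 2.48 and Iigp1 2.47. Cell cycle had a median of 0.87, DNA replication 0.82, amino acid supply 0.68, nucleotide synthesis 0.61, cholesterol synthesis 0.46, fatty acid oxidation 0.40 and fatty acid synthesis 0.33, and the regulatory T cell list 0.97 (-0.22 against the 0 h control). Btbd35f17, Eif4a2 (-1.53, and -0.83 with the mean of its probe sets), Pla2g10os, Defb5 and Olfr1269 were lowest. Against PLL, 152 genes were 2-fold higher and 54 lower, and 95 and 78 after centring. Iigp1 (2.72), Gpr83 (2.40), Il2ra (2.34), Gzmb (2.32) and Irf4 (2.30) were highest and Vmn1r103, Olfr1333, Olfr870, Vmn1r94 and Eif4a2 (-1.46, and -0.85 with that mean) lowest. Fatty acid oxidation had a median of 0.36 and cell cycle 0.73.

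Culture alone, naive cells at 24 h minus naive cells at 0 h, gave 236 genes 2-fold higher and 203 lower, and 166 and 268 after centring. Hspa1b differed by -5.32 and Hspa1a by -4.51 (bounds of -4.37 and -3.81 from the level of the brighter filter), Nr4a3 by -3.68, Nr4a1 by -3.65 and Jun by -3.37. Early activation had a median of -1.17, with 14 of 24 members at least 2-fold lower, the regulatory T cell list -1.19, glycolysis -0.36, cell cycle -0.26 and DNA replication -0.24. T cell receptor complex genes (0.50, with Lcp2 at 0.98 and Cd8a at 0.84) and fatty acid oxidation (0.28, Cpt1a 1.004, and 0.91 after centring) were called higher. Ifi208, Gstt2, Tmem229b-ps, Sgsh and Adcy7 were the highest genes, between 1.92 and 2.56.

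The effect of ConA on PLL minus its effect without PLL exceeded 2-fold for 223 genes above 0 and 355 below at 3 h (298 and 258 after centring) and for 182 and 107 at 24 h (104 and 162 after centring). Of the 33 genes 2-fold higher with ConA without PLL at 3 h, 16 were also 2-fold higher with ConA on PLL, where independent lists would share 0.526; Egr1, Egr2, Egr3, Irf4, Myc, Tnf and Xcl1 were among them. At 24 h the overlap was 3 of 16, Ccl22, Il2ra and Itih5. Of the genes 2-fold lower without PLL, 2 of 37 were also 2-fold lower on PLL at 3 h, where independent lists would share 0.466, and 0 of 19 at 24 h. Across genes, which are not independent replicates, the effects with and without PLL correlated at r = 0.176 at 3 h and 0.194 at 24 h. At 3 h, early activation (0.99), cytokines (0.85) and ribosome biogenesis (0.57) had larger differences on PLL, and fatty acid oxidation a more negative one (-0.27; -0.31 on PLL and -0.11 without). The effect without PLL at 3 h is taken against the 0 h array, so these differences also carry culture time, and the time-matched ConA+PLL minus ConA for early activation was 0.67. At 24 h, DNA replication (0.72), cell cycle (0.59), nucleotide synthesis (0.59), oxidative phosphorylation (0.47), amino acid supply (0.40), fatty acid oxidation (0.37), cholesterol synthesis (0.35) and fatty acid synthesis (0.31) had larger differences on PLL.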

Values the study reported

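The study reported that among the ConA, PLL and ConA+PLL treatments, the combination alone raised genes of cell proliferation, and that genes for making cholesterol, nucleotides, amino acids and fatty acids were enriched there with fGSEA p values below 0.05. It reported no significant regulation of fatty acid oxidation genes under ConA.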

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

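The tests of other cell types in culture, the array offset, variation between arrays, type I interferon, macrophages and the interferon gamma genes without GTPases were chosen after their results were seen; the heat shock factor and interferon gamma tests were set before the genes they measure were looked at. The bound for type I interferon was also made stricter after its value was seen, which left that test undecided where the first bound would have argued against it. Those for other cell types and macrophages were rewritten more than once after their values were seen, and a version that asked for markers as bright as the median gene left both open.

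Heat shock and immediate early genes were lower in naive cells at 24 h than at 0 h: Hspa1a, Hspa1b, Jun, Nr4a1, Nr4a3 and Cd69 had a median difference of -3.67, also with Hspa1a and Hspa1b at their bounds from the level of the brighter filter. They were not high at 0 h alone, since at 3 h Hspa1b was at 8.08 in ConA and 6.95 in ConA+PLL, against 8.47 at 0 h and 3.35 in PLL, and Nr4a1 was higher in ConA (10.84) and ConA+PLL (11.78) than at 0 h (9.18). Loss of other cell types in culture is left undecided. Of 28 markers (median -0.0193), 13 reached the level of the brighter filter at 0 h, which 3.02% of receptor genes did. These 13 stood at least 1.79 above the median receptor gene at 24 h. They had a median of -0.10, a lower quartile of -0.32 and a lowest of -0.55, so none fell by that much. The dimmer markers have little room to show a loss, and B cell markers such as Ms4a1, Cr2 and Ebf1 did not pass the filter. A heat shock response at isolation may contribute, since 12 other heat shock factor targets had a median of -0.39, below the central range of -0.25 to 0.27, although they were inside the range in PLL minus naive at 3 h (-0.17), where Hspa1b differed by -5.12. These 12 targets had a median of 0.54 in ConA+PLL minus naive at 24 h, above the range of -0.05 to 0.32. Hspa1a and Hspa1b lay under the level of the brighter filter in both of those arrays, so the targets do not move only with them. Culture time, which the design joins with these arrays, also stays open and untested.

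Metabolic and cell cycle lists were higher in ConA+PLL than in ConA at 24 h. An offset that depends on brightness alone would move random lists of matched brightness alike. Of the 12 such lists set out in advance, 9 lay above theirs (medians from 0.26 to 0.72, with random medians from 0.0564 to 0.11). The lists were called higher against these same random lists, so this count restates the calls and does not test an offset separately. Variation between single arrays cannot be told apart from the treatment, because no group holds a second array; the largest absolute median of these 9 lists in PLL minus naive at 24 h was 0.12. The treatment remains open as a biological explanation.

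Iigp1, an interferon-inducible GTPase, was 2.15 higher in ConA+PLL than in ConA at 24 h. An interferon gamma response may account for this. For 13 other genes induced by interferon gamma the median was 0.43, above the central range of -0.08 to 0.25. All but Socs1 (-0.23), 12 genes, were above 0. Of these 13, 4 are GTPases themselves (Gbp4, Gbp7, Gbp9, Irgm2). The other 9 had a median of 0.43 too, against a range of -0.11 to 0.28. Many other lists, cell cycle and early activation among them, also lay above their ranges in this comparison. These medians therefore do not single out interferon gamma. For 10 genes induced mostly by type I interferon the median was 0.24, inside the range of -0.12 to 0.30, which leaves that response undecided. More macrophages in this array are argued against as the whole source, since of 9 markers (median 0.0618, highest 0.43) the 5 that reached the level of the brighter filter, Cd68 (4.73) and Lyz2 (4.57) among them, had a median of 0.0238 and a highest of 0.36.

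Several lists were called in opposite directions in contrasts set side by side, and these differences were not tested. Fatty acid oxidation was at -0.31 in ConA+PLL minus PLL at 3 h and at 0.36 at 24 h. Against the 0 h array, it was inside the random range at 3 h in PLL (0.14) and in ConA+PLL (-0.11). Oxidative phosphorylation was at -0.0772 in PLL minus naive at 24 h and at 0.26 in ConA+PLL minus ConA. Early activation was at -0.26 in PLL minus naive at 3 h and 0.67 in ConA+PLL minus ConA, and at -0.10 and 0.42 at 24 h. Cytokines were at -0.22 in PLL minus naive at 3 h and at 0.56 in ConA+PLL minus ConA. The regulatory T cell list was at -0.26 in PLL minus naive at 3 h and at 0.20 at 24 h, but at -1.11 at 24 h against the 0 h array. The values of PLL minus naive at 3 h are taken against the 0 h array, so they also carry culture time.

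Probe sets that the annotation pairs with no gene were not used in the comparisons. In ConA+PLL minus ConA at 24 h, 909 of the 9622 of them that passed the filter (9.45%) were 2-fold apart. Of these, 219 were higher and 690 lower, where named genes were 115 and 49. The 909 compare with 549 in PLL minus naive at 24 h, and the 9.45% with 1.22% of named genes in the former comparison. Of the 7883 that reached the brighter filter, 803 were 2-fold apart in that former comparison.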

How the results depend on the processing

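Of 390 list medians, 127 were called apart. A call was kept where the median stayed outside the random range on the same side. Kept calls numbered 118 under quantile normalization (9 kept their sign only, 0 turned), 125 with the mean of all probe sets and 118 without a filter. They were 121 of 126 with a filter on the mean, 120 of 126 with the brighter filter and 107 with the mean over members (18 kept their sign only, 2 turned). With the 0 h control at 24 h 11 of 24 were kept, and with PLL as control 5 of 7. The fgsea score had the sign of the median for 126. Centring moves all genes of a comparison alike, so it cannot alter a call. The brighter filter and PLL as a replaced control were chosen after seeing the data. No total of 2-fold genes moved by over 1.5 times under either scaling, the mean of all probe sets or no filter, but the counts in 1 direction did, as in ConA+PLL minus naive at 24 h after centring (100 higher and 95 lower, from 158 and 52). Signal over background limits the dimmest genes: in ConA+PLL minus ConA at 3 h, 8 of the 10 highest and 5 of the 10 lowest named genes reached the brighter filter, and at 24 h 10 and 7. No paired analysis was possible because each group holds 1 array and the labels carry no replicate numbers; the cause of the changes below was not tested, except that a lower threshold admits more genes.

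At 1.5-fold the counts were 675 (ConA minus naive, 3 h), 856 (PLL), 1475 (ConA+PLL), 1214 (ConA+PLL minus ConA), 1986 (ConA+PLL minus PLL), and at 24 h 459, 263, 1245, 959 and 1180; culture gave 2017 and the ConA effect with minus without PLL 2629 at 3 h and 1668 at 24 h. At 1.5-fold the larger side turned at 3 h for ConA minus naive (356 higher and 319 lower), ConA+PLL minus naive (622 and 853) and ConA+PLL minus PLL (818 and 1168). With a filter on the mean, ConA minus naive at 24 h had 18 genes and PLL minus naive 9, and with the brighter filter 23 and 12. With the 0 h control, ConA, PLL and ConA+PLL minus naive at 24 h had 524, 469 and 696, and with PLL as control ConA at 3 h had 173.

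In ConA+PLL minus ConA at 3 h, DNA replication lay inside the random range under quantile normalization (0.10), no filter (0.0701), a filter on the mean (0.13) and the mean over members (0.10). So did cholesterol synthesis under the brighter filter (0.0882) and nucleotide synthesis under the mean over members (0.15). With the 0 h control at 24 h the sign turned for ConA in cell cycle (-0.12), DNA replication (-0.0384), nucleotide synthesis (-0.0717) and regulatory T cell (-0.77), for PLL in regulatory T cell (-1.11), and for ConA+PLL in early activation (-0.69), naive state (0.0315) and regulatory T cell (-0.22). The mean over members turned naive state in ConA+PLL minus PLL (0.0117) and NK cell in ConA+PLL minus naive (0.0729; fgsea score 0.988) at 24 h, and both filters turned NK cell in the ConA effect with minus without PLL (0.10).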

Other observations

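PLL at 3 h came with higher levels of some interferon genes: Ifit1 was 1.68 higher than in naive cells at 0 h, Ifit3 0.95 and Usp18 0.84. Of the 10 genes induced mostly by type I interferon, 7 were above 0 there and 3 below, Oas2 (-0.43) among them, with a median of 0.41. Untreated cells at 24 h were also higher than at 0 h in Ifit1 (0.72), Ifit3 (1.23) and Usp18 (0.51). Of the same 10 genes, 6 were above 0 in that comparison and 4 below, Oas2 (-0.59) among them. Culture time is therefore not set apart from PLL at 3 h. In PLL minus naive at 24 h, which is matched in time, Ifit1, Ifit3 and Usp18 were at -0.10, 0.11 and 0.36. Ifit1 in ConA+PLL at 3 h was lower than in PLL, with a difference of -1.92. Regulatory T cell genes were lower after 24 h of culture without treatment (Tigit -1.94, Lrrc32 -1.51, Ikzf2 -1.34, Ctla4 -1.19), and with ConA+PLL at 24 h, relative to naive cells at 24 h, the list median was 0.97, and -0.22 relative to naive cells at 0 h. Early activation genes were also lower in that culture comparison, so the list does not set regulatory T cells apart from activation. Cdkn1a, a cell cycle inhibitor, was 1.37 higher in ConA+PLL than in ConA at 3 h and Pmaip1 0.92, while at 24 h they were 0.40 and 0.46 higher.

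Marker lists of other cell types were mostly inside the random range in ConA+PLL minus ConA at 24 h: B cell 0.25, dendritic cell and MHC class II 0.05, stroma and endothelium 0.28, neutrophil 0.02 (2 members) and erythroid 0.19 (1 member). The reference genes had a median of 0.21 in that comparison, inside the range; Gapdh, one of them, was 0.999 higher.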
